A study of Escherichia coli with 6 samples.

How the data were processed

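Total RNA of Escherichia coli C was measured in 6 libraries, 3 from biofilms grown on slides and 3 from planktonic cells, which the labels name as the control. Per the labels' protocols, the biofilms were 5 days old and were moved to fresh LB Miller broth each day, and the planktonic cells were those that had come off the biofilm in the last passage. Per the labels' protocols, rRNA was depleted with the Ribo-Zero bacteria kit, stranded libraries were made with the TruSeq kit, and reads of 75 nt were sequenced from 1 end on an Illumina NextSeq instrument. Groups and replicate numbers were taken from the sample titles.

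Each library had a deposited table of 4702 genes on the E. coli C chromosome, each with 1 transcript of 1 exon. Per the file headers, StringTie 1.3.3 made these values from an alignment, restricted to the reference genes, with no option for strand, so reads from the opposite strand of these stranded libraries counted for a gene. The aligner was not stated. Each gene carried a mean coverage per base, an FPKM value and a TPM value, per the file headers. Both express abundance relative to gene length and library total. The TPM values of each library summed to 1000000. A deposited series table held the authors' own comparison of the groups for the same 4702 genes: a mean normalized signal per gene, a log2 fold change with its standard error, a test score (the statistic), a p-value and an adjusted p-value. The software behind that table was not stated. No per-sample column of that table was left unmatched. The deposited table's mean signal was recomputed from coverage times length over read length, rounded up and divided by median-of-ratios factors. The median ratio of the recomputed to the deposited mean was 1.00, and 90.9% of genes lay within 0.1% of the deposited mean. The deposited log2 fold changes had the opposite sign to the biofilm over planktonic changes computed here (Pearson r = -0.92 across 2112 genes, which are not independent replicates), so a positive value in the authors' deposited table means higher in planktonic cells.

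The files gave a gene symbol for 176 genes and only a locus tag for the others. Further names were inferred from the gene table of the K-12 MG1655 assembly ASM584v2, whose locus tags differ. A gene took a K-12 name where it and a neighbour had the same lengths as a pair of K-12 neighbours, with the gap between them equal within 3 nt. This matched 3794 genes. Of 159 matched genes that also had a symbol in the files, 154 carried the same name or a synonym and 5 carried another, for which the name in the files was kept. With the K-12 lengths shuffled, 0 genes matched. In all 3811 genes were named and 891 were not. All coordinates are those of the E. coli C files.

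The depth of each library was estimated as coverage times gene length over read length. In Mreads (units of 1000000 reads) it came to 4.88, 5.37 and 10.79 in biofilm replicates 1 to 3 and to 4.31, 11.35 and 5.42 in planktonic replicates 1 to 3. Outside the small RNA genes ssrS and ffs, the libraries held from 957307 to 2324956 estimated reads. A value of 1 TPM stood for 22.7 to 61.6 reads per kilobase of gene, depending on the library. The files gave no whole-number counts, so no count model was fitted. The count alternatives planned for that case were not run.

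TPM values were divided by a median-of-ratios factor per library (0.800, 1.22 and 0.997 for biofilm, 0.879, 1.10 and 1.06 for planktonic) and are called scaled TPM here. Genes with a mean TPM of at least 1 over the 6 libraries were tested, which left 2112. The test was limma 3.58.1 (R 4.3.3) with an intensity trend on log2(scaled TPM + 1), biofilm against planktonic, with Benjamini-Hochberg adjustment over the 2112 genes and no block for the replicate number. A gene was called at an adjusted p under 0.05. Fold changes are on the log2(scaled TPM + 1) scale, which understates the change of genes near 1 TPM. On data simulated from the real means and depths with 200 genes changed by known factors, the same steps recovered 142 of the 172 changed genes that were tested (82.6%), and 9 of 151 calls (5.96%) were false. With no gene changed, 0 of 2106 genes were called. The simulation drew genes independently, set the same dispersion (spread beyond counting noise) of 0.1 for each, and held no failed estimates. The real libraries may vary more, so these rates need not hold for them.

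Before the data were examined, 21 lists with 499 genes of matrix, motility, stress, translation and respiration functions were written from general knowledge, and the tests, groups and main alternatives were set. Lists with at least 4 tested members were tested with camera (limma) at a preset correlation of 0.01 between genes, with adjustment over the 16 lists tested. List names were matched to current K-12 symbols, and to synonyms only where a name is no current symbol. A first version of that lookup let synonyms of other genes in, which placed hns in the fimbriae list and cspD in the cold shock list. It was corrected after its results had been seen, and the correction changed no list's side of the threshold.

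The genes named here follow a rule set in advance. Among called genes with a mean scaled TPM of at least 10 and no overlap between the groups, the 8 largest rises and the 8 largest falls are named. The curli genes csgA to csgG and the called member of each list with the largest change are added. Genes without a name appear by locus tag, at most 2 per direction. Other genes are named where stated, chosen after their values were seen.

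Quantities with a value per library were compared with exact two-sided permutation tests of the difference in means. With 3 against 3 libraries the smallest p such a test can give is 0.1. The correlation of fold change with distance from the replication origin was set against 1000 circular shifts of the gene order. Calculations and plots used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

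The alternatives were pseudocounts of 0.1 and 5, no filter and a filter at a mean TPM of 10, TPM as deposited, quantile normalization, removal of rRNA and tRNA genes with rescaling, FPKM, limma voom on estimated reads, limma without the trend, robust empirical Bayes, the replicate number as a block, each library left out in turn, and single-copy genes. The single-copy fit dropped genes with a repeated name, insertion element (ins) genes and near-identical copies. Other tRNA copies, such as pheU, pheV, glnU and glnW, stayed in it. The fit without rRNA and tRNA genes was rescaled to the total TPM of the other genes and used no median-of-ratios factors. Lists were also tested with fry and with camera at an estimated correlation. After seeing the data, a fit over genes above 0 in all 6 libraries and a fit with each library's trend on gene length removed (loess) were added.

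A value of 0 in these files can be a failed estimate. Of 34 genes taken as needed by every cell, a list written after the zeros had been noticed, 4 were listed at 0 in at least 1 library, and 223 of the 2112 tested genes were. For named genes with a value of 0, the values of the libraries or the highest of them are given. In the files 1595 genes (33.9%) overlap a neighbour, and without strand their reads cannot be assigned with certainty. A further 9 genes had the same length as another gene with coverage within 1% in every library and were treated as near-identical copies.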

Results

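RNA abundance was compared between cells of E. coli C, a laboratory strain used in biofilm research, that stayed on slides as biofilm and the cells that had left it. The question of the design is which transcripts differ between attached and planktonic cells. There were 3 libraries per group. The estimated depth did not separate the groups, at 7.01 ± 3.28 Mreads (units of 1000000 reads) in biofilm and 7.03 ± 3.79 Mreads in planktonic libraries (SD, n = 3 each; exact two-sided permutation p = 1).

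A pair of small RNA genes took most of the signal. The gene ssrS (6S RNA, which binds RNA polymerase; 868584 to 868767, minus strand, 184 nt) held 52.2, 51.6 and 61.1% of TPM in biofilm replicates 1 to 3. It held 69.5, 78.9 and 76.2% in planktonic replicates 1 to 3. The gene ffs (4.5S RNA of the signal recognition particle; 3398343 to 3398439, minus strand, 97 nt) held 31.8, 27.9 and 25.7% in biofilm and 15.9, 9.64 and 11.9% in planktonic libraries. For each gene the groups did not overlap, and the exact two-sided permutation p was 0.1, the smallest that 3 against 3 libraries can give (0.5 after adjustment over the 10 library quantities compared). In the limma fit, neither passed the threshold (ssrS log2 fold change -0.42, adjusted p = 0.460; ffs 1.24, adjusted p = 0.104). Together they held 79.6 to 88.5% of TPM.

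**Figure D1:**
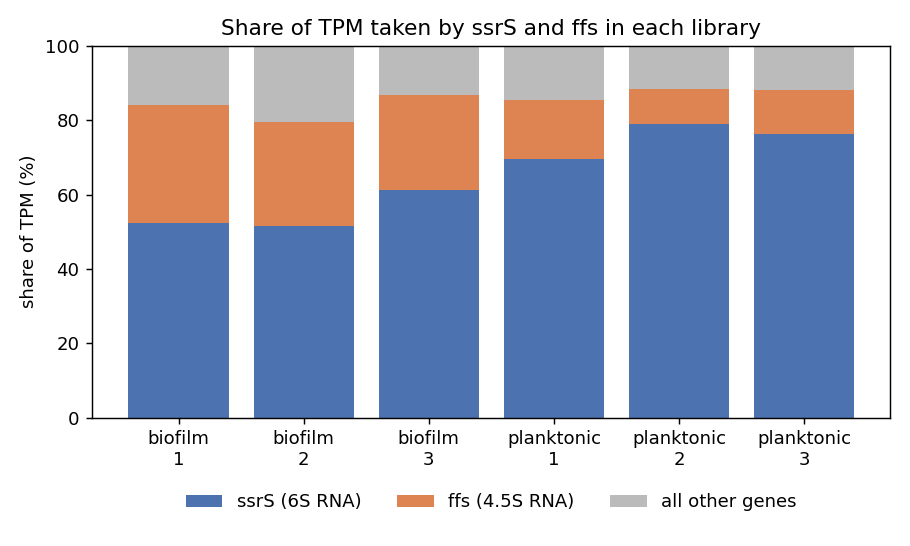
Stacked bars give the percent of TPM held by ssrS, ffs and all other genes in each of the 6 libraries, without averaging. The ffs share lies between 25.7 and 31.8% in the biofilm libraries and between 9.64 and 15.9% in the planktonic libraries.

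The 10 most abundant genes of each library held 92.2 ± 1.72% of TPM in biofilm and 92.8 ± 0.852% in planktonic libraries (SD, n = 3 each). The difference of -0.539 percentage points was smaller than the spread between replicates (exact two-sided permutation p = 0.7). For the 50 most abundant genes the difference was 0.216 points (exact two-sided permutation p = 0.6). The number of genes at 1 TPM or more was 1709, 2136 and 2018 in biofilm and 1949, 2162 and 2051 in planktonic libraries, with an exact two-sided permutation p of 0.6.

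Across the 2112 tested genes, log2 values correlated more closely within than between groups. Pearson r, taken across genes that are not independent replicates, was 0.872 to 0.919 within groups and 0.815 to 0.872 between them. The first principal component held 44.7% of the variance and separated the groups, with the biofilm libraries at -23.2, -21.9 and -19.3 and the planktonic libraries at 26.3, 26.1 and 11.96.

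In the limma fit, 26 genes were higher and 70 lower in biofilm at an adjusted p under 0.05, of 2112 tested. All 96 had an absolute log2 fold change of at least 1.40, so the counts were the same with a limit of 1. At an unadjusted p under 0.05 there were 482 genes. In 614 tested genes (29.1%) the groups did not overlap, where chance gives 10%. The number of calls moved most when planktonic replicate 2 was left out, to 2 higher and 17 lower, or biofilm replicate 2, to 1 higher and 20 lower. Higher genes made up 27.1% of the calls, against 37.1% (36 higher and 61 lower) under quantile normalization. Of the 96 calls, 66 carried a name, 17 overlapped a neighbouring gene and 13 were listed at 0 in at least 1 library. The called genes were short: the median length was 214.5 nt for lower and 415.5 nt for higher genes, against 608.5 nt for all tested genes.

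**Figure D2:**
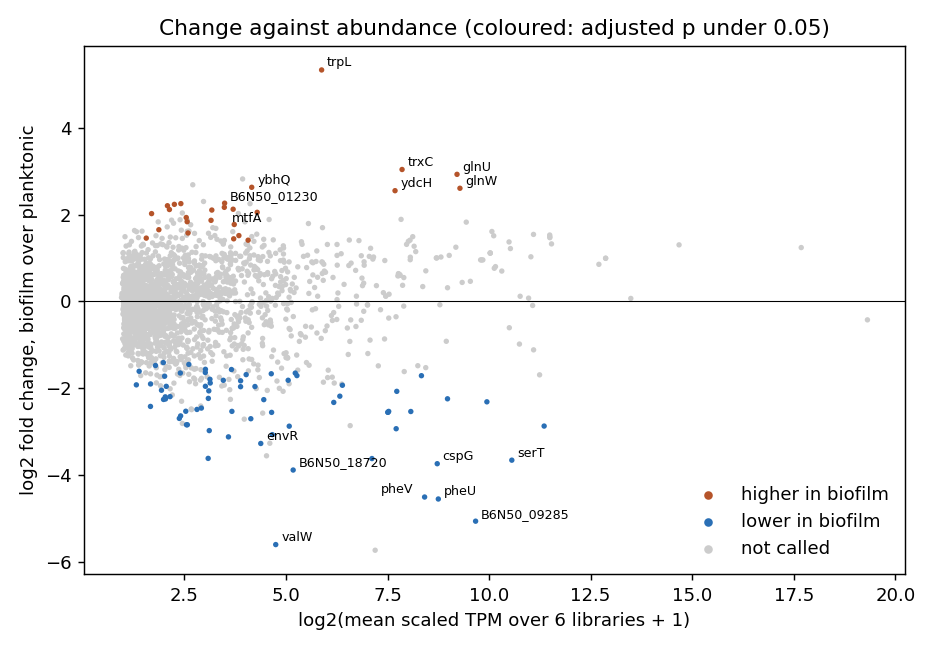
Each point is a tested gene, with log2 of the mean scaled TPM over 6 libraries plus 1 on the x axis and the log2 fold change of biofilm over planktonic on the y axis. Colour marks the 26 higher and 70 lower calls, and the calls run from -5.59 for valW to 5.33 for trpL.

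The largest rise was in trpL, the leader peptide gene of the tryptophan operon (2580448 to 2580492, plus strand). It rose from 2.11 ± 1.60 scaled TPM in planktonic to 113 ± 20.02 in biofilm libraries (SD, n = 3 each), a log2 fold change of 5.33 ± 0.46 (SE; limma adjusted p = 0.00112). Its 45 nt are shorter than the 75-nt reads, so reads counted for it also cover flanking sequence. The thioredoxin gene trxC (1194291 to 1194710, minus strand), a member of the oxidative stress list, went from 47.5 ± 10.9 to 414 ± 160 scaled TPM, a log2 fold change of 3.04 ± 0.44 (SE; limma adjusted p = 0.00948). The other named rises were the glutamine tRNA genes glnU (2.93) and glnW (2.60), ybhQ (2.63), ydcH (2.55), the unnamed B6N50_01230 (2.26) and mtfA (2.17), with limma adjusted p from 0.0102 for ybhQ to 0.0454 for glnW. The genes glnU and glnW are neighbours with the same length of 75 nt, and their reads could not be assigned to either with certainty. ybhQ overlaps a neighbour. Without biofilm replicate 2, every named rise except trpL had an adjusted p above 0.05, from 0.0575 for ybhQ to 0.175 for glnW. Without planktonic replicate 2, every named rise except trpL and trxC did, from 0.0582 for ybhQ to 0.147 for glnW. For glnW the adjusted p was above 0.05 whichever library was left out (lowest 0.0507).

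With the pseudocount of 1, the largest fall was in the valine tRNA gene valW (2167340 to 2167416, minus strand), listed at 0 in all 3 biofilm libraries and at 84.4, 38.9 and 31.9 scaled TPM in planktonic replicates 1 to 3 (limma adjusted p = 0.000837). Since valW is at 0, its log2 fold change depends on the pseudocount, and with a pseudocount of 5 it was -3.39, a smaller fall than the -4.93 of B6N50_09285. The adjacent valV, chosen after its values were seen, went from 132 ± 30.0 in planktonic to 97.0 ± 16.7 in biofilm libraries (SD, n = 3 each; limma adjusted p = 0.534). The unnamed gene B6N50_09285 (1847864 to 1848069, minus strand, 206 nt) fell from 1582 ± 700.5 to 43.7 ± 8.03 scaled TPM, a log2 fold change of -5.05 ± 0.45 (SE; limma adjusted p = 0.00112). The phenylalanine tRNA genes pheU (4153228 to 4153303, plus strand) and pheV (814311 to 814386, minus strand) had log2 fold changes of -4.54 and -4.50 (limma adjusted p = 0.0036 and 0.00147). They are copies of 1 tRNA, so their reads could be split between them. The remaining named falls were the unnamed B6N50_18720 (-3.88), cspG (-3.73), the serine tRNA gene serT (-3.65) and envR (-3.27), with limma adjusted p from 0.00112 for cspG to 0.0187 for envR. B6N50_18720 and cspG each overlap a neighbour. Leaving out any library kept these falls at an adjusted p under 0.05, except envR, which reached 0.056 without planktonic replicate 1 and 0.0716 without planktonic replicate 2.

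Among 93 tested tRNA genes and unnamed genes of tRNA length, 15 were called lower and 2 higher, with a median log2 fold change of 0.21. Together, the tRNA and tRNA-sized genes held 10.5, 13.1 and 8.12% of TPM in biofilm and 8.38, 4.65 and 5.06% in planktonic libraries, so their summed share was not lower in biofilm (difference 4.54 points, exact two-sided permutation p = 0.2). With rRNA and tRNA genes removed and TPM rescaled, 21 genes were higher and 40 lower, among them 17 of the 26 higher and 36 of the 70 lower calls. That fit also used no median-of-ratios factors, so it changed more than the set of genes.

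**Figure D3:**
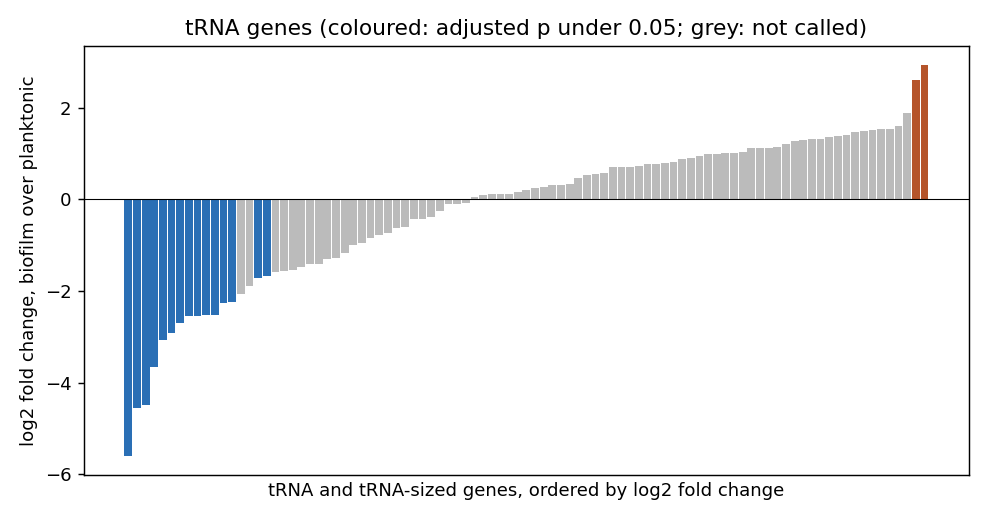
Bars give the log2 fold change of biofilm over planktonic for 93 tRNA and tRNA-sized genes, in rank order, and colour marks calls at an adjusted p under 0.05. The 15 lower calls lie at the left and the 2 higher calls, glnU at 2.93 and glnW at 2.60, at the right end.

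Curli fibres are a protein part of the E. coli biofilm matrix, and csgD encodes the regulator of their genes. The gene csgD (2785046 to 2785696, plus strand) was lower in biofilm, with 0, 0.828 and 0.612 scaled TPM in biofilm and 4.34, 5.26 and 7.43 in planktonic replicates 1 to 3. The log2 fold change was -2.19 ± 0.37 (SE; limma adjusted p = 0.0174). The limma adjusted p was 0.0583 with a pseudocount of 0.1. It was 0.0569, 0.0544 and 0.072 without biofilm replicate 1, biofilm replicate 2 and planktonic replicate 2, and it ranged from 0.0106 to 0.0776 over the alternatives. The fibre gene csgA (2783449 to 2783772, minus strand) was not called, at 0.521, 2.69 and 0.377 in biofilm and 0.155, 0.656 and 2.78 scaled TPM in planktonic libraries (log2 fold change 0.03 ± 0.55, SE; limma adjusted p = 0.984). At such low levels the pseudocount shrinks fold changes, so a difference in csgA is not excluded. The gene csgC had 0, 0.267 and 1.54 scaled TPM in biofilm and 1.27, 2.22 and 1.32 in planktonic libraries. For csgC the log2 fold change was -0.80 (limma adjusted p = 0.315) and for csgG -0.43 (limma adjusted p = 0.515). The genes csgE and csgF were under the filter, with at most 0.220 and 1.44 scaled TPM in any library. The gene csgB was not analysed here. An unnamed gene of 918 nt, B6N50_14295 (2783887 to 2784804, plus strand), lies between csgA and csgD. It had 6.88 ± 1.65 scaled TPM in biofilm and 3.79 ± 0.608 in planktonic libraries (SD, n = 3 each; limma adjusted p = 0.256).

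**Figure D4:**
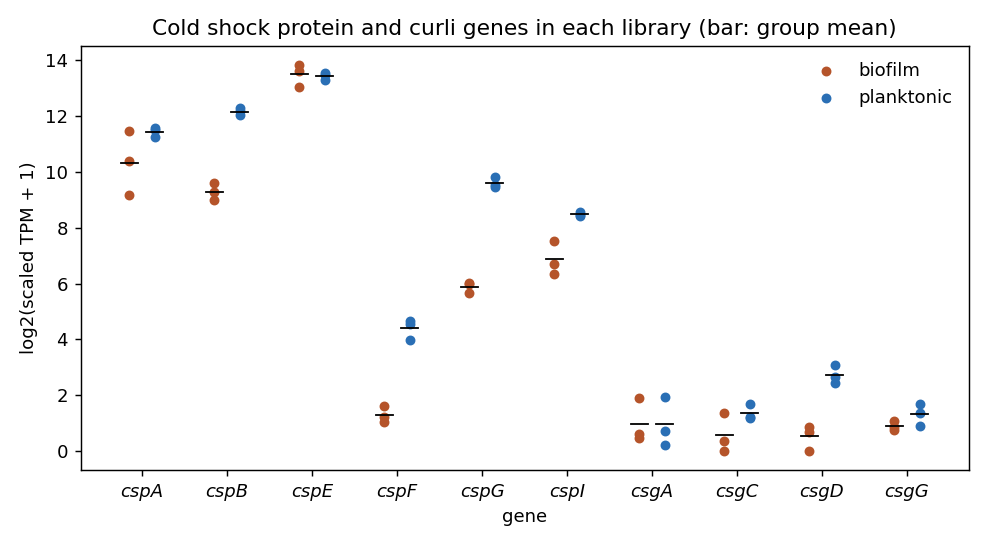
Points give log2(scaled TPM + 1) of cold shock protein and curli genes in each library, 3 per group, and black bars give group means. For csgD all 3 biofilm points lie under all 3 planktonic points, and the same holds for cspB, cspF, cspG and cspI.

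Of the 21 lists, 16 had at least 4 tested members, and 6 had an adjusted camera p under 0.05. The cold shock list was lower in biofilm, with a median log2 fold change of -1.61 over 7 genes (6 lower, 1 higher; adjusted p = 0.000263). The ribosomal protein list was higher, with a median of 0.58 over 53 genes (41 higher; adjusted p = 0.000598). Anaerobic respiration was higher, at 0.80 over 14 genes (13 higher; adjusted p = 0.00104). The gad acid resistance list was higher, at 1.12 over 9 genes (7 higher; adjusted p = 0.0114), and so were oxidative stress at 0.40 and the TCA cycle at 0.38 (adjusted p = 0.0467 for each). With the correlation between genes estimated from the data, none of the 16 lists passed (lowest adjusted p = 0.357). Under fry, cold shock, anaerobic respiration and oxidative stress passed, ribosomal proteins (0.147), gad (0.0637) and the TCA cycle (0.575) did not, and c-di-GMP turnover (0.00784) and maltose and alternative sugars (0.032) did. Leaving out biofilm replicate 3 brought the TCA cycle's median to -0.19 and the number of lists that passed to 3. The TCA cycle also did not pass without planktonic replicates 1 or 2. The gad list did not pass without biofilm replicates 1, 2 or 3 or planktonic replicate 3 (adjusted p up to 0.147), nor oxidative stress without biofilm replicates 2 or 3 or planktonic replicates 1 or 2 (up to 0.118). Of the 10 splits of the 6 libraries into 3 and 3, 1 other than the real split also gave 6 lists.

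The other 10 tested lists did not pass in camera. Their adjusted p was 0.127 for curli (median -0.61) and c-di-GMP turnover (-0.66), 0.143 for the aerobic respiratory chain (0.28), 0.246 for envelope stress (0.17) and 0.259 for maltose and alternative sugars (0.24). It was 0.529 for heat shock (-0.24), 0.620 for the SOS response (0.45), 0.740 for iron acquisition (0.04), and 0.992 for phosphate starvation (0.10) and for RpoS-associated genes (-0.10). The aerobic respiratory chain passed, as higher in biofilm, without biofilm replicate 1 (adjusted p = 0.0367) and without planktonic replicate 3 (0.0146). With 1 library left out, its median ranged from -0.02 (adjusted p = 0.861, without biofilm replicate 3) to 0.68. Lists with fewer than 4 tested members were not tested: flagella and chemotaxis (3 of 51 genes), poly-N-acetylglucosamine (3 of 4), cellulose (2 of 9), colanic acid (1 of 21) and type 1 fimbriae (0 of 9). None of their tested members was called. Of the 9 type 1 fimbriae genes, 0 were matched to a name here, so their levels are not known.

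Within the lists, calls over all genes were few. In the cold shock list 3 members were called over all genes and 4 adjusted over the list alone. For ribosomal proteins these counts were 3 and 9, for gad acid resistance 0 and 5, for maltose and alternative sugars 1 and 3, and for oxidative stress 1 and 2. For curli, c-di-GMP turnover and anaerobic respiration they were 1 and 1. In each other tested list both counts were 0. The called members with the largest change were cspG, rpsT, treB, trxC, csgD, dgcZ and frdC. The ribosomal protein gene rpsT fell by 2.07 on the log2 scale (limma adjusted p = 0.0325), against the direction of its list. Of the 3 ribosomal protein genes called over all genes, 2 were lower and 1 was higher. The fumarate reductase gene frdC rose from 0.485 ± 0.523 to 5.98 ± 2.95 scaled TPM (SD, n = 3 each; limma adjusted p = 0.0298). The diguanylate cyclase gene dgcZ fell from 28.9 ± 9.72 to 6.79 ± 2.94 (SD, n = 3 each; limma adjusted p = 0.0332), and the trehalose transporter gene treB rose by 1.65 on the log2 scale (limma adjusted p = 0.0398). Leaving out 1 library took each of these 4 genes past 0.05, for frdC without 5 of the 6 libraries and for treB without any of the 6.

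The authors' deposited table gave 181 genes with an adjusted p under 0.05, of which 110 were positive, that is higher in planktonic cells, and 71 negative. Of the 4702 genes of the authors' deposited table, 2150 had no adjusted p. Of its 181 calls, 166 were tested here, all 166 in the same direction, and 85 were also called here. A limit of 1 on the absolute log2 fold change removed none of the 181 calls of the authors' deposited table. A further 11 genes were called here only. In the authors' deposited table csgD had a log2 fold change of 3.48 and an adjusted p-value of 0.00165, and cspG had 3.72, both in the direction of higher levels in planktonic cells. Both comparisons use the same libraries and are not independent.

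Fold changes showed little relation to position. Across the 2112 genes, which are not independent replicates, Spearman's rho between the log2 fold change and the distance from the origin, placed between mioC and mnmG, was -0.04 (two-sided p = 0.0769 from 1000 circular shifts).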

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

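The direction of the csgD difference held in every alternative that could be computed, and its log2 fold change ranged from -2.37 to -1.95 over the 6 fits that each left out 1 library. It was not called, with an adjusted p above 0.05, under a pseudocount of 0.1 (log2 fold change -3.80), no filter on low values (-2.18) and limma voom (-4.01). It had no value with a mean TPM of at least 10 or over genes above 0 in all libraries. The causes were not tested.

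The number of calls depended on the filter and on single libraries. With no filter, 4633 genes were tested and 7 were higher and 27 lower, and 32 of the authors' calls were shared, in a fit that adjusts over more genes. With rRNA and tRNA genes removed and TPM rescaled, 40 genes were lower and 53 of the authors' calls were shared, a fit that leaves out 15 of the 70 lower calls. Of the 55 lower calls that stayed in it 36, and of the 24 higher calls 17, were called again. That fit also used no median-of-ratios factors, so the further losses need not come from the removed genes. Their cause was not tested. With a pseudocount of 5, 17 of the higher genes had a log2 fold change of at least 1. Leaving out 1 library gave from 1 to 49 higher and from 17 to 109 lower genes, the same at a log2 limit of 1. The highest counts came without planktonic replicate 3 and the lowest without biofilm replicate 2 or planktonic replicate 2. Shared calls with the authors' table ranged from 18 to 110 over these fits, which have fewer samples. Removing each library's length trend, an alternative chosen after seeing the data, gave 62 higher and 88 lower genes. These included all 26 higher and 61 of the 70 lower calls. The cause of the rise was not tested.

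The labels give both groups replicate numbers 1 to 3. Deviations from the group means correlated at 0.116, -0.0217 and 0.223 between libraries of the same number, and the labels do not say that a number marks a shared slide or day, so the numbers were not taken to pair the libraries. The second principal component (21.1% of the variance) nevertheless ran in the order of the numbers in both groups, at 16.3, 5.24 and -15.9 in biofilm and 17.0, 0.563 and -23.2 in planktonic libraries. With the replicate number as a block, 8 genes were higher and 39 lower, the same at a log2 limit of 1, and 44 calls were shared with the authors' table. Of the 26 higher calls 7, and of the 70 lower calls 37, were called in the block fit. Among the named genes, glnU, glnW, ydcH, B6N50_01230, mtfA, rpsT, frdC and treB were not called in it.

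The 6 lists that passed became 1 with a mean TPM of at least 10 and 0 with an estimated correlation. Over the fits that left out 1 library, 3 to 6 lists passed. The list of RpoS-associated genes, which never passed, changed direction under a pseudocount of 5 (median 0.0029), no filter (-0.0070), a mean TPM of at least 10 (0.41), TPM as deposited (-0.071), rescaling without rRNA and tRNA (-0.048), single-copy genes (-0.097) and removal of the length trend (-0.085), and its median ranged from -0.10 to 0.29 with 1 library left out. The phosphate starvation list, which never passed, reversed under quantile normalization (0.21), and with 1 library left out it ranged from -0.40 to 0.20. Heat shock ranged from -0.33 to 0.021 in those fits. Iron acquisition, which camera placed as lower in biofilm, ranged from -0.36 to 0.033 in them, against a main median of 0.04. csgA, near 0, reversed under limma voom (-0.038) and ranged from -0.34 to 0.29. The direction of a list is that of camera, which can differ from the sign of the median.

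Of the other values of lists, 24 were weaker and 2 stronger outside the fits that left out 1 library, and 11 were weaker and 2 stronger in them. Of the values of named genes, 25 were weaker outside those fits and 45 in them, and none was stronger. The difference in the share of the 10 most abundant genes was recomputed without rRNA and tRNA genes (0.254 percentage points) and with each library left out (-1.25 to 0.414 points). Its sign changed without rRNA and tRNA genes and without biofilm replicate 2. The correlation with position passed its threshold under a pseudocount of 0.1 (-0.038), no filter (-0.030), FPKM (-0.039) and single-copy genes (-0.035), and the causes were not tested. Counts planned for whole-number data were not run.

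The depth outside ssrS and ffs, at most 2324956 estimated reads per library, limits genes of low abundance. The median tested gene had 3.13 scaled TPM.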

Other observations

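All tests in this part were chosen only after the results they bear on had been seen.

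Of the 10 splits of the 6 libraries into 3 and 3, 1, the real split, gave as many as 96 calls. The other 9 gave 0 calls each, with 29 to 176 genes at an unadjusted p under 0.05. For the gene lists, 2 of the 10 splits gave 6 lists, the real split and the split that sets biofilm replicates 1 and 3 with planktonic replicate 3 against the others. With 10 splits the share cannot fall under 0.1. Whatever its outcome, this comparison could therefore not tell either number apart from a chance division of the libraries. For the lists it used their number only, not which lists passed or in which direction.

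The called lower genes were short, and a candidate explanation is a trend on gene length between libraries. With that trend removed, 61 of the 70 lower calls were still lower at an adjusted p under 0.05, which argues against the trend as the whole source. Sequence content was not analysed here.

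The tRNA genes moved in both directions. A shift shared by all tRNA genes, as a difference in small RNA recovery might give, would give every tRNA gene the same fold change within its error. Of the 93 genes, 20 had a fold change that differed from the tRNA median of 0.21 at a limma adjusted p under 0.05 over these genes, 18 under it and 2 over it. This argues against a shared shift as the whole source. Copies of 1 tRNA share reads, so these 20 are not 20 independent changes. Differences in modification or processing that alter how a tRNA is read stay open, as does a biological difference between the groups.

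The cold shock list fell mainly through cspB, cspF, cspG and cspI, with log2 fold changes of -2.87, -3.11, -3.73 and -1.61, while cspE was at 0.07. The adjusted p of cspI was 0.0622. A response of the planktonic cells to cold, for example during harvest, may be a source. It was tested on 21 cold-induced genes outside the csp family, of which 2 are also in the cold shock list and 17 could be tested. The set showed no shift, with a camera p of 0.887 in limma. Of its members 9 were higher and 8 lower, with a median log2 fold change of 0.02. In it ydfK and gnsB were lower (-2.18 and -1.69), while hns and hupB were higher (1.06 and 1.03), so the explanation stays open. The genes cspF, cspB, cspI, gnsB and ydfK lie close together, from 2277190 (start of cspF) to 2285216 (end of ydfK). Their falls may therefore not be separate changes, and a change shared by that region was not tested. Reads shared between csp paralogs could move values among members. The summed csp family, 7 genes, had a log2 ratio of -0.45, with 18546, 14943 and 9954 scaled TPM in biofilm and 20553, 18613 and 20086 in planktonic libraries. cspE dominates that sum, so shared reads stay open too. cspG also overlaps B6N50_14575, which fell by 3.61 on the log2 scale.

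Higher trpL and mtr (log2 fold change 2.25, adjusted p = 0.0332) may reflect less repression by the tryptophan repressor in biofilm. The other genes of that regulon were tested as a set without these. Of 8, 4 passed the filter, 3 were higher, the fry p was 0.147 and the camera p 0.176. trpA (1.83) and trpE (1.63) were higher and aroL (-0.98) lower, with adjusted p of 0.0536, 0.117 and 0.122. trpE had 4.70, 3.40 and 0.292 scaled TPM in biofilm and 0, 0.0866 and 0 in planktonic libraries. In the authors' deposited table, where negative means higher in biofilm, trpE had a log2 fold change of -6.20 (adjusted p-value 1.47e-05). There trpA had -3.17 (adjusted p-value 0.00252) and aroL, in the other direction, 1.37 (adjusted p-value 0.215). That table uses the same libraries and is not independent. Without the filter the camera p was 0.0113 and the fry p 0.12 over 7 genes. With so few members above the filter the hypothesis stays open.

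csgD was lower in biofilm, and transcription continuing from the 918-nt gene upstream, B6N50_14295, might set its level. That gene had a log2 fold change of 0.70, in the opposite direction, which argues against it as the source. A failed estimate in biofilm replicate 1, where csgD is listed at 0, could also give a fall. Without that library csgD was at -1.95 ± 0.39 (SE), which argues against this as the whole source. A biological difference between attached and detached cells remains untested.

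Reads of valW given to valV in biofilm libraries could list valW at 0. The sum of both genes had a log2 ratio of -0.92, with 110, 102 and 78.3 scaled TPM in biofilm and 236, 186 and 130 in planktonic libraries. The sum was lower in each biofilm library, but valV alone (-0.43) was not called, and 3 libraries per group leave it open. Of the tested genes, 3 were listed at 0 in all biofilm and above 0 in all planktonic libraries, and 1 the other way round. apaG was among the 3, with 3.96, 4.40 and 4.65 scaled TPM in planktonic libraries.

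TPM shares sum to a fixed total, so the higher share of ffs in biofilm may be the counterpart of the lower share of ssrS. The fall of ssrS alone would raise the share of every other gene by 0.84 on the log2 scale. On TPM as deposited, genes other than rRNA, tRNA, ssrS and ffs had a median log2 change of -0.028 ± 0.226 (SE over libraries; 1780 genes above 0 in all libraries). The value was -0.08 ± 0.25 for the 93 of them with a mean TPM of at least 50. This argues against the fall of ssrS as the whole source. Other values go with it: ssrA was at 0.86 ± 0.40 (SE) in the limma fit, and 62 tRNA genes with a mean TPM of at least 50 had a median log2 change of 0.69 ± 0.42 (SE over libraries). The tRNA median was lower with a mean TPM of at least 10, at 0.33 ± 0.36 (83 genes, SE over libraries). With a mean TPM of at least 1 it was 0.29 ± 0.34 (85 genes, SE over libraries). rnpB was at 0.08 ± 0.37 (SE). A lower share of ssrS together with a fall of most other transcripts stays open, as does a biological difference in ffs, which was at 1.24 ± 0.40 (SE) in the limma fit without passing the threshold. The ratio of ffs to rnpB was 221, 86.4 and 147 in biofilm and 114, 36.5 and 60.4 in planktonic libraries. The ratio of ffs to ssrA was 50.9, 27.0 and 28.7 in biofilm and 49.0, 24.1 and 15.0 in planktonic libraries. The groups overlapped in both ratios.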
